A study of Mus musculus with 8 samples. Its data were reported in "Ablation of Coactivator Med1 Switches the Cell Fate of Dental Epithelia to That Generating Hair" (2014).

How the data were processed

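Mat-stage dental tissue from 4 CON and 4 KO arrays was profiled on Illumina MouseRef-8 bead arrays, with tissue of 3 mice combined. The authors extracted total RNA, hybridised labelled RNA to the arrays and summarised the beads of each probe in GenomeStudio, whose version is not given in the sources used here. The deposited non-normalized table holds the mean bead intensity of 25697 probes on each array on a linear scale, without normalization between arrays. Beside each intensity the deposited table gives a detection p-value, which compares the probe with the negative control beads. A further deposited table holds the intensity values that the authors normalized between arrays in GenomeStudio. In that table each array has the same quartiles within rounding, and its values rank the probes of an array as the non-normalized ones do. The non-normalized table was the starting point here, and no column of either table was left unused. Arrays were grouped by their labels.

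Background was corrected with neqc of limma 3.58.1 in R 4.3.3, which infers the negative control distribution from the detection p-values, adds an offset of 16, applies quantile normalization and takes log2. Probes with a detection p-value under 0.01 on at least 4 of the 8 arrays were tested, whichever group these came from, which left 12838 probes. KO was compared with CON by lmFit and eBayes of limma, two-sided, without covariates, and p-values were adjusted after Benjamini and Hochberg over the tested probes with a threshold of 5%. All adjusted p-values come from these limma fits. Differences are KO minus CON on the log2 scale with their SE, folds are the same differences on the linear scale, and levels are given as mean ± SD over the arrays of a group. The quantity behind a probe's precision is its signal above background, since arrays carry no counts.

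Gene symbols came from the platform annotation. Of the 25697 probes 23978 had 1 symbol, 0 had several and 1719 are unnamed here, and 723 of the tested probes were unnamed. The 23978 probes named 16593 genes, and 23962 of them had a gene identifier in the reference gene table. Where a gene had several probes, the probe with the highest mean over the 8 arrays stood for it. A gene was taken as not well above background in a group when none of its probes was detected on any array of that group. Its fold is then given as at least N-fold, computed from the mean log2 level of the brighter group less the mean over the dimmer group's arrays of the higher of the probe's own value and the lowest value among detected probes of that array. No fold is given where both groups were below background.

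Gene lists were tested with camera of limma on the gene values, with a preset correlation of 0.01 between genes and adjustment over the lists tested. Lists needed 3 tested genes, and the sex-linked genes were planned as single values without a list test. Of 49 lists 42 were tested. The tested genes of the remaining 7 are given singly, and the keratin associated proteins among these had 0 tested genes. The lists held genes the study names, textbook groups of dental, epidermal, hair and signalling genes, and markers of other cell types the tissue could hold. The genes named follow a rule. They are first Med1. Then come the 10 largest rises and the 10 largest falls among genes past the threshold with groups that do not overlap and detection in both groups. For each group, the 6 genes with the highest level among those past the threshold and detected in only that group follow. A set, chosen in advance, of genes that the study's text names for the maturation stage or its pathways is included. Up to 4 genes of each list are added by the size of the moderated statistic. Of the genes so named 201 are on the array, 192 were tested and 184 passed. The groups, the test, the lists, this rule and the alternatives were fixed before the data were examined, and genes named outside the rule are marked as such.

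The fit was tested on simulated data made for the comparison of KO with CON, in which 14176 probes passed the filter. It recovered 48.5% of probes changed by 0.5 on the log2 scale, 80.3% of those changed by 1 and 98.5% of those changed by 2, and 4.76% of its calls were false. With no change simulated it made 0 calls. The noise was drawn for each probe alone and 66 probes were scored at each amount, so these rates hold for independent probes of which few change. The alternatives tried were the deposited normalized values, no background correction, median scaling, cyclic loess, an offset of 50, other filters on dim probes, a trend with robust variance, array weights, the replicate number as a block, leaving out each array, other thresholds and tests, other set tests, and the mean of a gene's probes. Tables were prepared with Python 3.11, pandas 2.3.3 and numpy 2.4.6, and figures drawn with matplotlib 3.10.9.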

Results

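Dental tissue of the maturation (Mat) stage was taken from the mandibular incisors of 10 wk old mice in which the transcriptional coactivator Med1 had been deleted in Krt14-expressing epithelia (KO) and from control mice (CON). Tissue from 3 mice was combined according to the labels, and 4 CON and 4 KO arrays were measured on Illumina MouseRef-8 bead arrays. The mean signal of an array lay between 550.8 and 811.9 intensity units, and between 11554 and 13134 of the 25697 probes were detected. Arrays of a group correlated at 0.992 to 0.993 across probes, and arrays of different groups at 0.911 to 0.923. The first principal component separated the groups and held 88% of the variance, and the second held 2.28%. The number of arrays limits the precision of every value below. The labels do not settle whether the arrays of a group came from separate pools of mice, so the p-values measure only the spread between these samples, which may be technical. The study's methods mention 4 samples, each combining 3 mice, where they describe how the dissection was set up.

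The comparison of KO with CON asked how deletion of Med1 changes gene expression where enamel normally matures. The level of Med1 itself was 8.30 ± 0.25 (SD, n = 4) in CON and 7.54 ± 0.18 (SD, n = 4) in KO on the log2 scale. This was a fall by 0.76 ± 0.13 (SE), or 1.69-fold, with an adjusted p of 0.00075, and all 4 KO arrays lay below all 4 CON arrays. Another 3 Med1 probes were too dim to be tested. The position of the tested probe relative to the deleted part of the gene is not known here, and a probe outside that part checks nothing about the deletion.

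KO tissue differed from CON tissue at more of the probes tested than not. The largest rise among genes detected on at least 1 array of each group was that of the keratin Krt24, from 5.71 ± 0.24 in CON to 12.70 ± 0.15 in KO (SD, n = 4), or 128-fold. Saa3, an acute phase protein of the serum amyloid A family, rose 90.5-fold, Clec4d, a lectin receptor of myeloid cells, 64.2-fold, and Serpinb3a, a protease inhibitor of squamous epithelia, 53.9-fold. The other genes of the 10 largest rises were the cornified envelope genes Hrnr (47.4-fold), Cdsn (44.1-fold) and Sprr2k (37.2-fold), the hormone Prl (43.2-fold), the lysozyme-like Lyg1 (39.4-fold) and the cytokine Il1b (33.2-fold). The SE of these 10 log2 differences lay between 0.09 and 0.19. Saa3, Clec4d, Hrnr and Prl were detected on only 1 of the 4 CON arrays, Sprr2k on 2, and Krt24 and Lyg1 on 3. Their folds rest in part on CON values at background, so the size and order of these folds are approximate. The largest falls were those of the secretoglobin Scgb1b2 (22.9-fold, log2 difference -4.52 ± 0.19 SE), the neuropeptide Cck (22.2-fold), Scgb2b24 (19.3-fold), the keratin Krt42 (15.6-fold), D630023F18Rik (13.9-fold) and Pmch (13.6-fold). They were followed by Slc5a8, a sodium-coupled transporter of monocarboxylates (13-fold), the neuropeptide Gal (10.1-fold), the metal ion transporter Slc39a8 (9.94-fold) and Dcpp3 (9.14-fold). Cck, Scgb2b24 and Dcpp3 were detected on only 1 of the 4 KO arrays, so the same holds for their folds. Over the alternatives the log2 difference shrank to -3.15 for Scgb1b2, -2.6 for Cck, -2.41 for Scgb2b24 and -2.64 for Pmch, while that of Krt42 was -3.5 or lower in each. The size and order of the falls therefore depend on the processing.

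Some genes were seen in one group alone. Of the genes past the threshold, 295 were not well above background on any CON array and 36 on any KO array. Those with the highest KO level were Lce1b (at least 20.2-fold higher in KO), Acer1 (at least 17.8-fold), Lce1d (at least 15.9-fold), Lilrb4a (at least 15.4-fold), Ccl3 (at least 15.3-fold) and 2300002M23Rik (at least 13.1-fold). Lce1b and Lce1d encode proteins of the late cornified envelope, Acer1 a ceramidase of the epidermis, and Ccl3 a chemokine. Those with the highest CON level were Clgn (at least 7.59-fold lower in KO), Dcpp2 (at least 5.20-fold), Cdh23 (at least 4.31-fold), Scgb2b2 (at least 3.78-fold), Slc6a3 (at least 3.11-fold) and Pde6b (at least 3.06-fold). These bounds hold only for the background correction used here. Without it the whole log2 difference was 2.97 in place of 5.11 for Lce1b and -1.67 in place of -3.61 for Clgn, which is less than the bounds given, and it was 5.43 in place of 7 for Krt24.

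Of 12838 tested probes, 7665 (59.7%) passed the 5% threshold, 2878 higher and 4787 lower in KO. With cyclic loess in place of quantile normalization the split was 3731 higher and 2850 lower, so that 56.7% of the called probes were higher in place of 37.5%. The median log2 difference of the tested probes was -0.14, and it was -0.22 with median scaling and 0.02 with cyclic loess, so small differences are read against a median that the scaling moves. Rises were larger than falls. Of 1715 called probes that changed over 2-fold, 1211 were higher and 504 lower in KO, and over 8-fold these numbers were 195 and 13. The numbers over 2-fold depend on the background correction, with 616 higher and 190 lower in the deposited normalized values and 860 and 298 with an offset of 50. The groups did not overlap at 7007 tested probes (54.6%), where chance gives 2.86%. In genes, 5532 of 9085 passed, 2215 higher and 3317 lower. Every gene named here as risen or fallen had all 4 KO arrays on one side of all 4 CON arrays, except Hes1, Etv5 and Ncam1. Of the 2254 genes with over 1 tested probe, 26 had probes called in opposite directions, and none of these is named here.

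**Figure D1:**
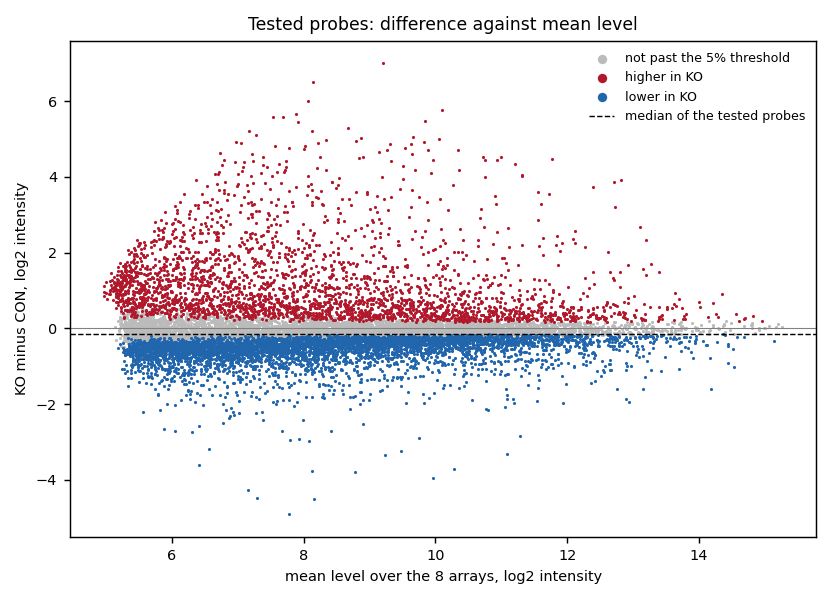
Each point is 1 of the 12838 tested probes, with its mean level over the 8 arrays on the horizontal axis and KO minus CON on the vertical axis, both in log2 intensity. Red points passed the 5% threshold with a higher level in KO (2878), blue points with a lower level (4787), grey points did not pass, and the dashed line marks the median difference of -0.14. Differences of genes not detected in a group are fitted values there.

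Most dental genes that the study listed as lower in KO fell here too, while the genes of enamel formation went both ways. Of the 33 tested genes that the study listed as lower in KO at a younger age, 31 fell, 1 rose and 1 did not pass, and the counts adjusted over the list alone were the same 31, 1 and 1. The list was chosen by the study, so its count is not independent evidence, although the arrays behind that choice were others. Its median was -0.82 (camera, adjusted p = 2.9e-09, and 0.038 with an estimated correlation). Foxo1, a transcription factor of enamel mineralization, fell from 12.01 ± 0.04 to 10.16 ± 0.15 (SD, n = 4), or 3.61-fold. Kcnk1, a potassium channel, fell 3.03-fold, and Slc26a4, an anion exchanger, 3.92-fold. Alpl, the tissue-nonspecific alkaline phosphatase, fell 1.40-fold, from 12.28 ± 0.14 to 11.80 ± 0.15 (SD, n = 4, adjusted p = 0.0018). The exceptions in the list were proteases of the enamel matrix. Klk4 rose 1.57-fold, from 12.84 ± 0.04 to 13.49 ± 0.07 (SD, n = 4, adjusted p = 1.9e-05), and the log2 difference of Mmp20 was 0.09 ± 0.09 (SE, adjusted p = 0.41).

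The transport genes of enamel maturation, which move ions and acid across the ameloblast layer, showed 12 falls and 2 rises among 18 tested genes, with 4 not past the threshold, in the same numbers when adjusted over the list alone. The median was -0.41 (camera, adjusted p = 0.017, but adjusted p = 0.15 with an estimated correlation). Slc5a8, Slc26a4 and the sodium pump subunit Atp1b1 (3.94-fold) fell, and Calb2, a calcium binding protein, rose 3.42-fold. The list was not past the threshold when only probes detected on all 8 arrays were tested (adjusted p = 0.055, 0.0026 to 0.15 over the alternatives). With fry, which tests a list for change in a shared direction and not against other genes, the adjusted p was 2.9e-06. Of 11 tested transcription factors of dental epithelium, 8 fell, 1 rose and 2 did not pass (same when adjusted over the list alone), and the list missed the threshold (median -0.62, adjusted p = 0.054). It stayed on that side in only 11 of 23 alternatives (adjusted p of 0.021 to 0.21, and 6.2e-06 with fry), and it passed with the deposited normalized values (0.04) and cyclic loess (0.021), so this list is undecided. Isl1 fell 1.63-fold, Sp6 1.70-fold and Msx2 1.83-fold. The enamel protein and enamel formation genes went both ways, with 4 rises, 5 falls and 5 not past of 14 (same over the list alone, adjusted p = 0.99). Their median was -0.10, their mean -0.01 and the direction of the test upward. Enam rose 2.20-fold, Fam20a, a pseudokinase needed for enamel formation, fell 1.75-fold, and Ambn rose 1.24-fold (adjusted p = 0.0057). The call of Ambn was lost with median scaling (adjusted p = 0.71) and with cyclic loess (0.074), in a range of 6e-05 to 0.71 over the alternatives. The log2 difference of Amelx was -0.25 ± 0.12 (SE, adjusted p = 0.093).

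Among 9 tested iron handling genes 5 fell, 2 rose and 2 did not pass (same over the list alone, adjusted p = 0.63). The transferrin receptor Tfrc fell 1.88-fold and the iron exporter Slc40a1 3.03-fold, while Trf rose 2.62-fold and Cp 2.09-fold. Of 6 tested stem cell markers of dental epithelium, Cldn10 rose 1.29-fold, Bmi1 fell 2.08-fold and Etv5 fell 1.32-fold, and 3 did not pass. Adjusted over the list alone, 2 rose and 2 fell, and the list did not pass (adjusted p = 0.99, median 0.02, mean -0.13). Sox2 and Vwa2 were detected on none of the 4 CON arrays and on 2 of the 4 KO arrays each and were not tested. Of the cervical loop niche genes named by the study, a choice that may rest on these CON arrays and is then no independent evidence, 3 rose and 4 did not pass of 7, as they did over the list alone (adjusted p = 0.11). Ccn2 rose 1.56-fold, Col18a1 1.49-fold and Twist2 1.44-fold.

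**Figure D2:**
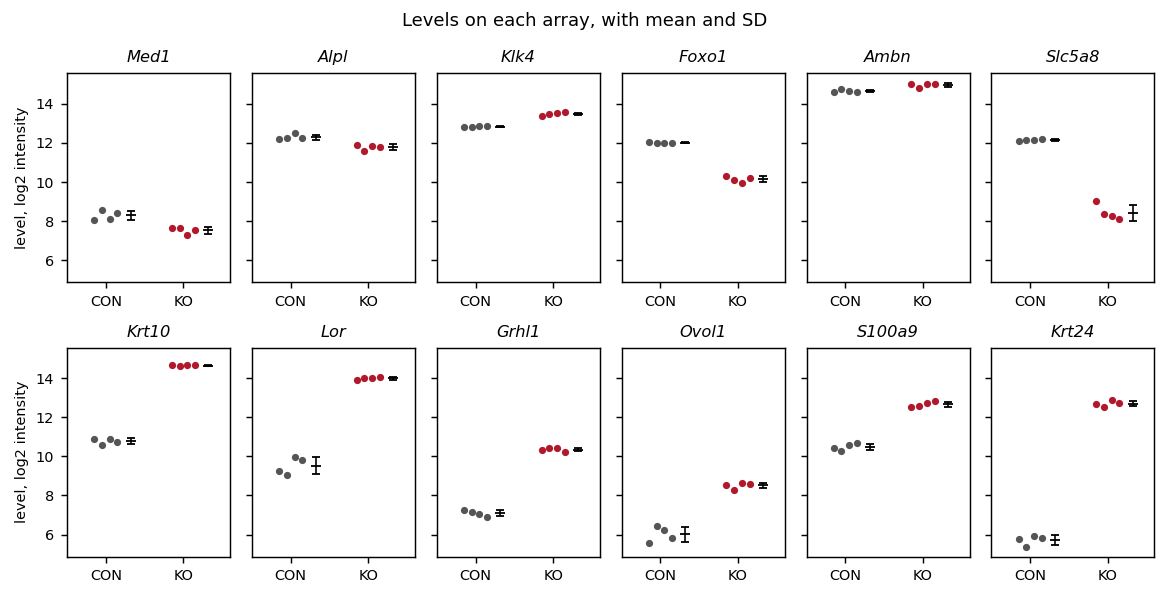
Levels of 12 named genes in log2 intensity on the vertical axis, for the 4 CON arrays (grey points) and the 4 KO arrays (red points), with the mean and SD of each group beside them. Foxo1 and Slc5a8 lay lower in KO, Klk4 slightly higher, and Krt10, Lor, Grhl1 and Krt24 higher in KO by 3.25 to 7 log2 units.

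The genes of the cornified epidermis rose together. Of 32 tested cornified envelope genes, which form the protein shell of the outermost epidermal cells, 30 rose, none fell and 2 did not pass. The counts were the same when adjusted over the list alone. The median was 3.84, or 3.82 with genes undetected in CON at their bound (camera, adjusted p = 6.8e-22, and 0.023 with an estimated correlation). Lor, which encodes loricrin, rose 22.2-fold, from 9.53 ± 0.45 to 14.00 ± 0.07 (SD, n = 4), Rptn rose 20.1-fold, Cdsn 44.1-fold, and Lce1f was at least 4.47-fold higher. The 2 members not past the threshold were Tgm3 and Sprr2a1, with log2 differences of 0.006 and 0.268, which are named after their values were seen. All 8 tested epidermal keratins rose, also over the list alone. The median of the list was 2.54, with bounds 2.53 (camera, adjusted p = 2.6e-07, and 0.023 with an estimated correlation). Krt10 rose 14.6-fold, from 10.78 ± 0.14 to 14.64 ± 0.01 (SD, n = 4), Krt16 9.18-fold, Krt6b 5.08-fold and Krt17 3.25-fold. Krt1, the usual partner of Krt10, was not well above background in CON and was at least 1.40-fold higher in KO.

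Of 13 tested barrier lipid genes, 9 rose and 4 did not pass, also over the list alone. The median of the list was 0.83 (camera, adjusted p = 7.2e-05, and 0.026 with an estimated correlation). Alox12b, a lipoxygenase of the epidermal barrier, rose 27.9-fold, the fatty acid elongase Elovl4 9.17-fold and the fatty acid binding protein Fabp5 7.29-fold. Of the epidermal genes that the study listed as higher in KO at a younger age, all 28 tested rose, also over the list alone. The median was 2.96 (camera, adjusted p = 6.8e-22, and 0.023 with an estimated correlation), and this list is not independent evidence either. It leaves out Lce1a2, Lce1b and Lce1d, which the study gives under older names, and of which Lce1b and Lce1d rose as given above. It includes Grhl1, a transcription factor of epidermal differentiation, which rose 9.53-fold from 7.10 ± 0.14 to 10.35 ± 0.08 (SD, n = 4). Among S100 and calmodulin-like genes 9 rose, 2 fell and 3 did not pass, or 9, 3 and 2 over the list alone (median 0.61, adjusted p = 0.0074, but adjusted p = 0.15 with an estimated correlation). S100a7a rose 18.0-fold, Calm4 7.2-fold, S100a9 4.54-fold and S100a8 2.80-fold. Of 8 AP-1 and AP-2 factors 6 rose and 2 fell, as they did over the list alone (median 0.89, adjusted p = 0.0099, but adjusted p = 0.18 with an estimated correlation). Fos rose 2.97-fold, Tfap2c 3.08-fold and Tfap2a 2.76-fold, and Tfap2b was detected on 1 KO array alone and not tested. Alox12b and S100a7a were detected on 3 of the 4 CON arrays.

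Genes shared by dental and skin epithelia rose, with 8 rises, 1 fall and 2 not past of 11, as over the list alone (median 0.53, with bounds 0.34, adjusted p = 0.015, but adjusted p = 0.096 with an estimated correlation). Sfn rose 1.64-fold and Cdh3, P-cadherin, fell 1.54-fold. Of 10 basal epithelial genes none rose, 6 fell and 4 did not pass, as over the list alone (median -0.35, adjusted p = 0.17). Krt5, the keratin of basal cells, fell 1.97-fold, Col17a1 1.43-fold and Trp63 1.39-fold. In the same KO arrays the markers of macrophages rose with a median of 2.08 and those of skeletal muscle with a median of 1.94. These rises stood beside the rise of the epidermal genes and the fall of most dental genes listed by the study.

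The genes that build the hair shaft were mostly at background. Of 10 hair shaft keratins on the array 7 were not detected on any array, and of the 3 tested Krt34 (at least 1.15-fold) and Krt86 (at least 1.09-fold) were higher in KO and Krt84 did not pass. The list, with the same counts when adjusted over the list alone, missed the threshold (median 1, with bounds 0.20, adjusted p = 0.064), as it did in 18 of 22 alternatives (0.035 to 0.21, and 1.3e-05 with fry). Of 30 keratin associated proteins on the array 25 were not detected on any array, and none was tested. Among inner root sheath and medulla genes 7 of 10 were undetected, Padi1 rose 2.42-fold, and Krt27 fell 7.43-fold and Tchhl1 2.21-fold (same over the list alone, adjusted p = 0.48). Krt31, Krt71, Hoxc13, Hoxb7 and Hoxc6 were not well above background in either group, Pou3f1 was detected on 1 KO array only, and Gata3 was near background (log2 difference -0.18 ± 0.09 SE, adjusted p = 0.12). Of the 26 hair genes that the study listed as higher in KO and that are on the array, 13 were undetected, and of the 8 tested 4 rose, 1 fell and 3 did not pass, as over the list alone (median 0.41, with bounds 0.18, adjusted p = 0.22).

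Of 16 tested regulators of the hair lineage 4 rose, 9 fell and 3 did not pass, as over the list alone (median -0.24, adjusted p = 0.38). Ovol1, a zinc finger factor of epidermis and hair, rose 5.65-fold, from 6.02 ± 0.39 to 8.51 ± 0.14 (SD, n = 4), with detection on 3 of the 4 CON arrays, and Foxe1 rose 3.05-fold, while Foxq1 fell 3.67-fold and Wnt10b 2.31-fold. Among markers of hair follicle stem cells and outer root sheath 4 rose, 3 fell and 2 did not pass of 9, as over the list alone (adjusted p = 0.48). Krt15 rose 8.33-fold and Tcf7l1 2.05-fold, Foxc1 fell 1.85-fold, and Lgr6 was at least 1.41-fold lower in KO. Of 14 pigment genes on the array 10 were undetected, and of the 3 tested Rab38 rose 2.59-fold, Rab27a rose 1.90-fold and Dct fell 1.55-fold (same over the list alone, adjusted p = 0.25). Of 4 tested sebaceous gland genes Pparg, Plin2 and Mgst1 rose and Scd1 fell 2.20-fold (same over the list alone, adjusted p = 0.40). Pparg was detected on 1 of the 4 CON arrays.

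**Figure D3:**
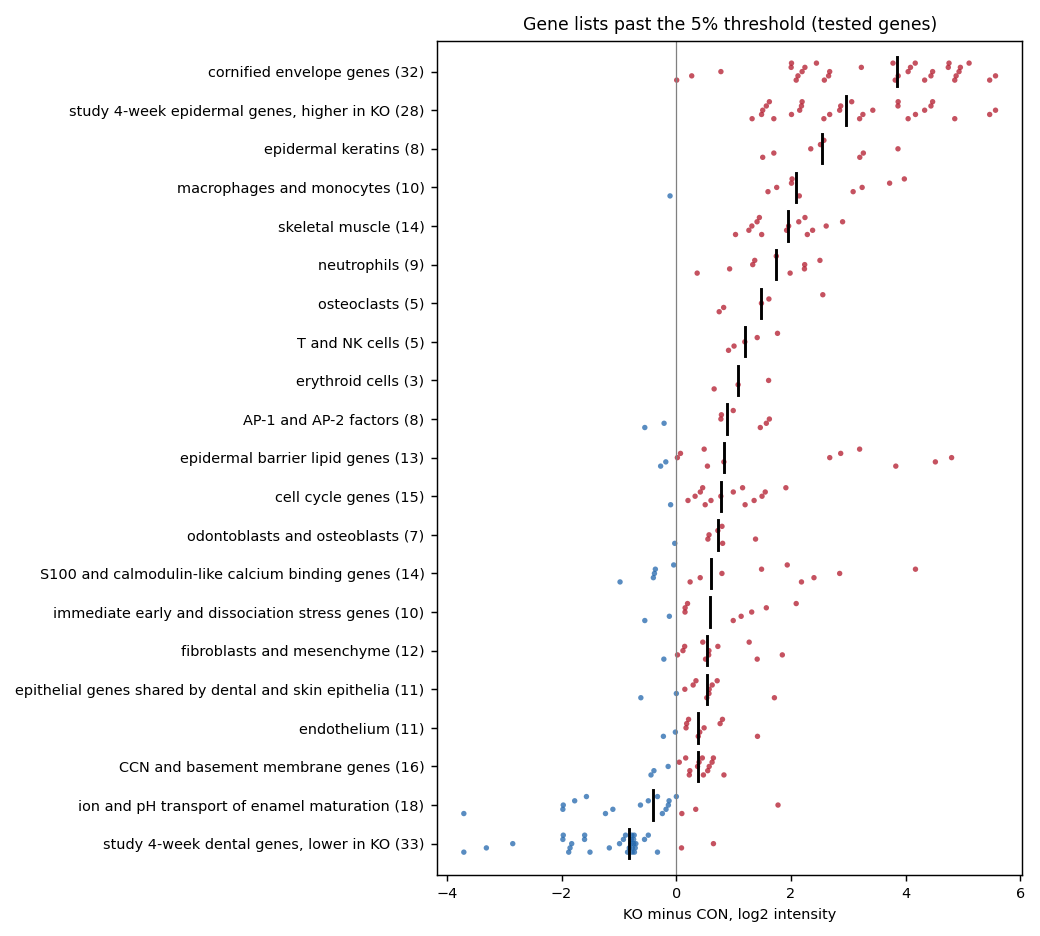
KO minus CON in log2 intensity for each tested gene (points, red above 0 and blue below 0 whether or not the gene passed) of the 21 gene lists past the 5% threshold, with the number of tested genes in brackets and the median as a black bar. The medians run from 3.84 for the cornified envelope to -0.82 for the study's dental genes. Genes undetected in a group stand at their fitted difference.

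Genes of cell division rose. Of 15 tested cell cycle genes 12 rose and 3 did not pass, as over the list alone. The median of the list was 0.78 (camera, adjusted p = 7.8e-06, and 0.023 with an estimated correlation). Cdc20 rose 3.76-fold, Birc5 2.93-fold, Plk1 2.82-fold and Top2a 2.56-fold. On the same arrays the tested markers of macrophages (median 2.08), neutrophils (1.74) and T and NK cells (1.19) rose as well. Of 17 Notch pathway genes 9 rose, 5 fell and 3 did not pass, as over the list alone, and the list did not pass (median 0.25, adjusted p = 0.17). The Notch targets moved apart, since Nrarp rose 2.52-fold and Hey1 1.82-fold while Hes1 fell 1.39-fold (adjusted p = 0.0064). Notch3 rose 1.67-fold and Notch1 1.28-fold (adjusted p = 0.013). The call of Notch1 was lost with median scaling (adjusted p = 0.16, 0.0023 to 0.16 over the alternatives).

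Of 14 Wnt pathway genes 3 rose, 6 fell and 5 did not pass, as over the list alone (median -0.18, adjusted p = 0.44). Wnt6 fell 2.16-fold and Wnt7b 2.19-fold, and Sp5, not well above background in CON, was at least 1.36-fold higher. Of the Shh pathway only Smo was tested, and it fell 1.38-fold. In the vitamin D receptor axis 3 of 4 tested genes fell and 1 did not pass, as over the list alone (adjusted p = 0.40), with Vdr 1.22-fold, Rxrb 1.21-fold and Ncoa1 1.26-fold lower. Smo and these 3 lost their call with cyclic loess (adjusted p from 0.072 for Rxrb to 0.11 for Ncoa1, the highest over their alternatives). Of 26 other Mediator subunits none rose, 12 fell and 14 did not pass, as over the list alone (median -0.22, adjusted p = 0.063). The list missed the threshold in 17 of 23 alternatives (0.013 to 0.15, and 3.6e-06 with fry) and passed with median scaling (0.038). Med27 fell 2.84-fold, Med22 1.69-fold and Med16 1.62-fold. Among CCN and basement membrane genes 10 rose, 2 fell and 4 did not pass of 16, or 11, 2 and 3 over the list alone (median 0.38, adjusted p = 0.011, but adjusted p = 0.18 with an estimated correlation). Ccn4 rose 1.78-fold and Ccn5 1.54-fold.

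Markers of several cell types outside the epithelium rose in KO. Of 10 macrophage and monocyte markers 9 rose and 1 did not pass. The median of the list was 2.08 (camera, adjusted p = 4.4e-07, and 0.023 with an estimated correlation). Lyz2, the lysozyme of myeloid cells, rose 13.2-fold from 10.53 ± 0.03 to 14.24 ± 0.07 (SD, n = 4), the endotoxin receptor Cd14 15.7-fold and the complement gene C1qc 4.02-fold. Of 11 neutrophil markers 2 were detected on no array, and all 9 tested rose, among them Retnlg 5.67-fold. The median of the list was 1.74, with bounds 1.37 (camera, adjusted p = 5e-06, but adjusted p = 0.053 with an estimated correlation). Of 8 osteoclast markers 3 were detected on no array, and all 5 tested rose, among them Mmp9 5.87-fold and Ctsk 2.80-fold. The median of the list was 1.48, with bounds 0.75 (camera, adjusted p = 0.0012, and 0.047 with an estimated correlation). Of 11 T and NK cell markers 5 were detected on no array, and all 5 tested rose, with Cd3g at least 2.46-fold higher. The median of the list was 1.19, with bounds 0.61 (camera, adjusted p = 0.0017, but adjusted p = 0.098 with an estimated correlation). Thy1 is in this list and in that of fibroblasts. A marker detected on no CON array was tested only where all 4 KO arrays detected it, which favours rises in these lists. All 14 skeletal muscle genes rose, among them Mylpf 7.46-fold and Ttn 6.12-fold. The median of the list was 1.94 (camera, adjusted p = 2.7e-10, and 0.038 with an estimated correlation). Of 5 erythroid genes 2 were detected on no array, and the 3 tested rose, with Hba-a1 1.58-fold higher. The median of the list was 1.08 (camera, adjusted p = 0.017, but adjusted p = 0.25 with an estimated correlation). Counts adjusted over each of these lists alone were the same.

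The lists of fibroblast, odontoblast and osteoblast, and endothelial genes rose with the preset correlation, while that of smooth muscle and pericytes did not pass. Of 12 fibroblast genes 8 rose and 4 did not pass (median 0.54, adjusted p = 0.0016, but adjusted p = 0.087 with an estimated correlation), with Dcn 2.41-fold higher. Of 7 odontoblast and osteoblast genes 6 rose and 1 did not pass (median 0.72, adjusted p = 0.0043, but adjusted p = 0.062 with an estimated correlation), with Bglap 1.75-fold higher. Of 11 endothelial genes 7 rose and 4 did not pass (median 0.38, adjusted p = 0.0099, but adjusted p = 0.26 with an estimated correlation), with Plvap 2.67-fold higher. Of 9 smooth muscle and pericyte genes 3 rose, 2 fell and 4 did not pass (median 0.01, adjusted p = 0.53), and of 3 Schwann cell and nerve genes 2 rose and 1 did not pass (adjusted p = 0.18), with Mbp 2.08-fold higher and Ncam1, detected on 1 of the 4 CON arrays, 1.59-fold. The counts adjusted over each list alone were the same. Lists with fewer than 3 tested genes had no test. Blnk of B cells rose 1.34-fold and Cd79b, detected on 3 of the 4 CON arrays, 1.55-fold. Hdc of the mast cell list rose 17.3-fold and Cpa3 was at least 1.09-fold higher. Adipoq of adipocytes was at least 1.05-fold higher and Comp of cartilage at least 1.03-fold. No array detected 3 of 8 mast cell genes, 6 of 7 adipocyte genes, 4 of 7 cartilage genes and 2 of 6 B cell genes. These single genes therefore do not show a rise of a cell type.

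Some genes that respond to tissue handling rose, and the lists of reference genes did not pass. Of 10 immediate early and stress genes 6 rose, 1 fell and 3 did not pass, as over the list alone (median 0.59, adjusted p = 0.009, but adjusted p = 0.17 with an estimated correlation), with Atf3 4.26-fold and Dusp1 2.49-fold higher. Fos belongs to this list as well as to the AP-1 factors. Of 8 housekeeping genes 3 rose, 2 fell and 3 did not pass, as over the list alone (adjusted p = 0.40), with Gusb 2.43-fold and Actb 1.61-fold higher and Tbp 1.37-fold lower, and Actb lost its call when a gene's probes were averaged. Of 51 ribosomal protein genes 7 rose, 1 fell and 43 did not pass, or 3, 0 and 48 over the list alone (adjusted p = 0.17). Among sex-linked genes Xist rose 1.38-fold (adjusted p = 0.026), and Eif2s3y and Kdm5d on the Y chromosome fell 1.93-fold and 2.05-fold, with Kdm5d detected on 3 of the 4 KO arrays. The call of Xist was lost with median scaling and without CON replicate 1 or 2 (adjusted p of 0.065 to 0.068, 0.0031 to 0.068 over the alternatives). Among the other genes named here, Cldn10 and Mgst1 lost their call with median scaling (adjusted p of 0.08 and 0.34, the highest over their alternatives), Etv5 with cyclic loess (0.22, also the highest) and without some single arrays, and Blnk and Mgst1 when a gene's probes were averaged (0.13 and 0.2). Altogether 21 of the 42 tested lists passed the threshold, 19 higher and 2 lower in KO, and 9 passed with an estimated correlation, 8 higher and 1 lower.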

Values the study reported

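The study described its bead array as covering 25,600 transcripts of 19,100 genes. It gave n = 3 for its expression comparisons of Med1 KO mice with littermate controls at 4 wk and 10 wk. For pathway analysis it took genes with a fold change beyond 1.5 in either direction and a p-value under 0.005.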

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

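Which levels were searched for arrays that stand apart was decided after the data were examined, and no planned test belongs here. Among 496 groups of 4 arrays, 35 had 1 array apart from the other 3 by more than chance gives in about 1 in 20 groups. The groups were, in each genotype, the tested genes of the naming rule and of the lists chosen after values were seen, where detected in that group, the medians of lists with 3 tested genes, the mean signal and the number of detected probes. Chance would do so in about 24.8 of them, so single cases carry little weight, and no explanation was tested. Values are in log2 intensity.

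Among epithelial genes, Ambn was 14.81 on KO replicate 2 where the other KO arrays lay at 15.02 to 15.04, Fam20a was 11.33 on KO replicate 1 against 11.08 to 11.12, and Krt10 was 14.62 on KO replicate 2 where the others were at 14.65. Cdsn was 12.75 on KO replicate 3 against 12.48 to 12.52, Lce1d 9.70 on KO replicate 4 against 9.39 to 9.42, and Rptn 9.19 on CON replicate 3 against 8.98 to 9.01. Krt27 was 11.33 on CON replicate 1 against 11.14 to 11.16, Tchhl1 6.76 on KO replicate 4 against 7.06 to 7.09, Bmi1 8.43 on CON replicate 3 against 8.60 to 8.62, and Hes1 10.00 on KO replicate 4 against 9.64 to 9.69. Fosb was 6.56 on KO replicate 1 against 6.86 to 6.92, Scd1 10.30 on KO replicate 3 against 10.46 to 10.48, and Trf 8.03 on CON replicate 4 against 8.32 to 8.36.

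Among genes of other cell types, C1qc was 10.84 on KO replicate 1 against 10.91 to 10.92, Chil3 8.29 on the same array against 8.58 to 8.63, and Ccl21c 11.04 there against 10.51 to 10.60. Ctsk was 13.36 on KO replicate 4 against 13.59 to 13.63, Ttn 11.51 on KO replicate 4 against 11.33 to 11.36, Adipoq 5.79 on KO replicate 3 against 5.45 to 5.50, and Pmp22 11.39 on KO replicate 1 against 11.23 to 11.25. The neuropeptide Cck was 5.74 on KO replicate 1 against 4.77 to 4.88, and Gal was 7.87 on the same array against 7.45 to 7.48. Among secreted gland genes Prol1 was 9.52 on KO replicate 1 against 9.24 to 9.28, Bpifa2 9.74 on KO replicate 2 against 9.59 to 9.61, and Lcn3 7.46 on KO replicate 4 against 7.69 to 7.72. Eif2s3y on the Y chromosome was 8.24 on CON replicate 2 against 8.81 to 8.87, and Rps3 was 13.21 on CON replicate 1 against 13.26 to 13.27.

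Among list medians, the enamel genes stood at 10.46 on CON replicate 2 against 10.57 to 10.59, the hair lineage regulators at 8.28 on CON replicate 4 against 8.47 to 8.48, and the Wnt pathway at 8.71 on CON replicate 4 against 8.64 to 8.66. The Wnt pathway was also apart on KO replicate 4, at 7.56 against 7.77 to 7.80, and the Mediator subunits on KO replicate 3, at 9.33 against 9.17 to 9.19. The median of the Schwann cell genes, which is the level of Mbp, was 8.09 on CON replicate 1 against 7.84 to 7.88, and that of the ribosomal protein genes 13.35 on CON replicate 1 against 13.26 to 13.27.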

How the results depend on the processing

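Under the alternatives fixed in advance no named gene or list turned from a called direction to the opposite one. Med1 stayed lower in KO in each of them, between -0.83 and -0.66 when an array was left out. The count of probes past the threshold was 6566 when only probes detected on all 8 arrays were tested and 8064 with a detection p under 0.05 on at least 1 array, and the other normalizations and variance models lay between these. With cyclic loess 2850 probes were lower in KO, and 5724 probes were called there and with quantile normalization, each in the same direction. The methods' t-test at their p and fold thresholds called 3268 probes (1733 higher, 1535 lower), and 2885 (1590 and 1295) after Benjamini-Hochberg. Adding a fold of 1.5 to the 5% threshold left 3666 (1856 and 1810), and a fold of 2 left 1715 (1211 and 504), since these settings ask for more. Leaving out an array gave 7118 to 7453 probes, 2736 to 2862 higher and 4334 to 4645 lower, 182 to 184 named genes past the threshold, and 21 to 24 lists, 19 to 20 higher and 2 to 4 lower. Without KO replicate 3 the lists lower in KO numbered 4. That number was 4 with median scaling, 5 without a filter on dim probes and 1 with probes detected on all 8 arrays, and the cause was not tested. With an estimated correlation 9 lists passed (8 higher, 1 lower), and with fry, which does not compare a list with other genes, 39 (29 and 10). Among single genes the alternatives other than leaving out an array ended 19 calls and added 15, and leaving out an array ended 8 and added 3, counted over genes and settings. Among lists the numbers were 13 ended and 34 added, and 0 ended and 6 added. The replicate number as a block gave 7390 probes, and it does not show paired samples, since arrays with the same number correlated at -0.01 to 0.02 after removal of group means and 0 of 4 correlated best with their own number. The slide as a block was not run because the files name no slide. Signal over background limits dim genes, whose differences depend on the background correction, so that folds of genes near background are approximate.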

Other observations

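The tests in this part were chosen after the results were seen, and so were its genes and lists, except for the gene lists and the sex-linked genes already named in the report. Keratinocyte genes typical of the oral mucosa rose in KO. Of 14 such genes on the array 11 were tested and all 11 rose (median 3.93), among them Krt76 31.7-fold, Sprr3 30.5-fold, Tmprss11a 26.0-fold, Krt4 21.9-fold and Krt13 15.2-fold. Krt13 reached 14.78 ± 0.11 (SD, n = 4) in KO and was already at 10.85 ± 0.44 in CON. Of 7 suprabasal genes of skin epidermis on the array, Krt1, Krt10 and Lor rose while Krt2, Krt77, Flg2 and Ivl were not detected on any array. This list leaves out cornified envelope genes such as Hrnr and Lce1b, which rose, so it does not separate skin from mucosa. Of 10 genes of lymphatic vessels and high endothelial venules on the array 7 were tested, and 5 rose. The rises were those of the related genes Ccl21a (24.1-fold), Ccl21b (23.2-fold) and Ccl21c (29.7-fold), of Glycam1 (at least 11.4-fold) and of Lyve1 (at least 1.89-fold). Pdpn and Flt4 did not pass, and Prox1, Chst4 and Madcam1 were not detected on any array.

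Genes of secretory glands and nerves went both ways. Of 15 genes for secreted proteins of salivary, lacrimal and nasal glands on the array 12 were tested, of which 9 fell and 3 rose. Scgb1b2, Lcn4 (7.63-fold), Lcn3 (5.72-fold) and Klk1 (4.71-fold) fell, while Prol1, detected on 3 of the 4 CON arrays, rose 12.8-fold, Scgb1b27 1.88-fold and Bpifa2 1.83-fold. Of 4 tested neuropeptide genes Cck, Pmch and Gal fell and Npy was at least 3.15-fold higher in KO. Of 10 pituitary genes only Prl and Gh were detected, with Gh, detected on 1 of the 4 CON arrays, 19.2-fold higher, and the other 8 were at background on all arrays. Within CON, Krt4 was 7.03 and 7.45 on replicates 1 and 2 and 8.24 and 8.22 on replicates 3 and 4, and Lor was 9.24 and 9.06 against 9.98 and 9.83. Among tested probes without a name here, 150 rose and 262 fell.

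Markers of other cell types rose together with the epidermal genes. A smaller share of dental epithelium alone would raise all other cell types alike. The macrophage list rose by 1.70 log2 units more than the endothelium list, with an SE of 0.15 over arrays. The 95% interval over resampled genes was 1.27 to 3.06. These lists were picked after the medians were seen, as the highest and the lowest among the lists of other cell types past the threshold. The gap between them is therefore no test of that source, and it shows only that these lists did not rise alike. Keratinised oral mucosa taken along with the KO tissue, with its own immune cells, would raise mucosal genes, and 11 of 11 tested rose. Of these, 4 belong to another list and 9 were detected on all CON arrays. That list was written after the values were seen and holds Krt24, the largest rise, so its count is no support for this source. Mucosa in the KO tissue cannot be told apart from a change of the KO epithelium itself, because no label of the dissection varies within a genotype, and the effect of the deletion stays open as untested.

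Hair shaft and inner root sheath genes stayed mostly undetected in KO. Of 50 such genes on the array, keratin associated proteins included, 39 were not detected on any array. Hair follicles making hair shafts in the KO tissue at a share the arrays detect would raise these genes, and 5 were detected on more KO than CON arrays and 2 on fewer (exact sign test, p = 0.45). Krt34 and Krt86 went from 0 CON arrays to all 4 KO arrays and Krtap19-9b from 0 to 3, while the shaft keratins Krt31 and Krt35 were seen on none. From the array values alone this cannot be told apart from follicles that make no shaft. Most of the genes lack a detected level, and a test on so few others could hardly decide. The labels describe the KO tissue as generating hairs, and the study's methods report abundant hairs in adult KO tissue of this stage. That report speaks against a lack of shafts in the tissue, although no array value tests it. Probes of hair genes that do not report their transcripts cannot be told apart by the array values here either. Of the 50 genes 6 were detected on all 4 arrays of a group, and no reference hair tissue was analysed here. The study lists Krt31, Krt33a, Krt35, Krt71 and Krt73 as higher in KO at a younger age on this kind of array. That argues against probes unable to report for these genes, which were detected on no array here. For Krt71 the study also reports a rise by QPCR and protein by immunostaining in KO dental tissue at that age. For the other undetected hair genes no value here tests it. Resting follicles stay open as untested.

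Of 12 tested genes for secreted gland proteins 9 fell in KO. Fewer males in the KO pools could lower transcripts made mainly by males. If each male added gland RNA in proportion to its Y-linked RNA, these would fall by no more than a Y-linked gene. Eif2s3y fell by 0.95 ± 0.24 (SE), which under that assumption sets a limit of -1.43 at 2 SE. The 9 gland genes that fell had a median of -2.73 (95% interval over resampled genes -4.27 to -2.21), and each of the 9 lay below Eif2s3y by over 2 SE of the difference. The assumption behind the limit was not tested, the genes were picked because they fell, and the test was run in more than 1 form. These values therefore cannot decide whether fewer males were the source of these falls, in whole or in part. Over all 12 tested gland genes, of which 3 rose, the median was -2.38 with an interval of -3.06 to -0.32, which includes the limit. Gland tissue in the CON dissections cannot be told apart from an effect of the deletion, since 9 of 12 tested gland genes fell but no label of the dissection varies within a genotype. Of the untested genes of that list, Prb1 and Smr3a were detected on no array and Amy1 on 1 CON and 2 KO arrays, so they give no sign of more gland tissue in CON.

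Of the 35 splits of the 8 arrays into 4 and 4, only 1, the real one, called 7665 probes with limma, and the highest of the other splits called 0. A split that mixes the genotypes puts their difference into its spread, so few calls were to be expected there. The real split ranked first of 35, which is the most that this count can show. At an unadjusted p under 0.05 the real split gave 8237 probes and the highest other split 901. This does not test the variation between pools of mice, should the arrays of a group share a pool. For gene lists 5 of the 35 splits, the real one included, gave 21 or more lists, and the highest other split gave 23. The 16 splits that exchange 1 array between the groups keep part of the genotype difference and gave 16 to 23 lists, while the 18 that exchange 2 gave at most 1. The count of 5 therefore does not measure chance, and it leaves open whether chance could give as many lists. In simulated data with nothing changed 0 of 47 lists passed with camera. The simulated noise was drawn for each probe alone and holds no correlation between genes, so this cannot test camera where genes move together. camera sets a list against the other genes and can call lists where no probe passes. Klk4 rose here by 0.65 ± 0.07 (SE) on the log2 scale, whereas the study's text places Klk4 and Mmp20 among the genes lower in KO in younger mice. For Klk4 the study also reports this fall at the Mat stage by QPCR.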
